# Ion transport regulation by P2Y receptors, protein kinase C and phosphatidylinositol 3-kinase within the semicircular canal duct epithelium

**DOI:** 10.1186/1756-0500-3-100

**Published:** 2010-04-14

**Authors:** Satyanarayana R Pondugula, Nithya N Raveendran, Daniel C Marcus

## Abstract

**Background:**

The ionic composition of the luminal fluid in the vestibular labyrinth is maintained within tight limits by the many types of epithelial cells bounding the lumen. Regulatory mechanisms include systemic, paracrine and autocrine hormones along with their associated intracellular signal pathways. The epithelium lining the semicircular canal duct (SCCD) is a tissue that is known to absorb sodium and calcium and to secrete chloride.

**Findings:**

Transport function was assessed by measurements of short circuit current (*I*_*sc*_) and gene transcript expression was evaluated by microarray. Neither ATP nor UTP (100 microM) on the apical side of the epithelium had any effect on *I*_*sc*_. By contrast, basolateral ATP transiently increased *I*_*sc *_and transepithelial resistance dropped significantly after basolateral ATP and UTP. P2Y2 was the sole UTP-sensitive purinergic receptor expressed. *I*_*sc *_was reduced by 42%, 50% and 63% after knockdown of α-ENaC, stimulation of PKC and inhibition of PI3-K, while the latter two increased the transepithelial resistance. PKCdelta, PKCgamma and PI3-K were found to be expressed.

**Conclusions:**

These observations demonstrate that ion transport by the SCCD is regulated by P2Y2 purinergic receptors on the basolateral membrane that may respond to systemic or local agonists, such as ATP and/or UTP. The sodium absorption from endolymph mediated by ENaC in SCCD is regulated by signal pathways that include the kinases PKC and PI3-K. These three newly-identified regulatory components may prove to be valuable drug targets in the control of pathologic vestibular conditions involving dysfunction of transport homeostasis in the ear, such as Meniere's disease.

## Introduction

The transduction of linear and rotational acceleration into the sense of balance is driven and dependent on the ion composition of the luminal fluid, endolymph, of the vestibular labyrinth [1]. We have shown that the semicircular canal duct (SCCD) epithelium contributes to the homeostasis of endolymph by absorption of Na^+^, secretion of Cl^- ^and absorption of Ca^2+ ^[2-4]. These processes are known to be controlled by glucocorticoids, β-adrenergic agonists and vitamin D, respectively [2-4]. The present study augments previous investigations by reporting data that show the involvement of protein kinase C (PKC) and phosphatidylinositol 3-kinase (PI3-K) in the regulation of Na^+ ^transport by the SCCD and the regulation of transport and/or epithelial barrier function by the P2Y2 purinergic receptor.

Na^+ ^absorption is mediated by Na^+ ^entry from endolymph into the SCCD cytosol via apical epithelial Na^+ ^channels (ENaC) and removal of Na^+ ^from the cytosol across the basolateral membrane by the "Na^+^-pump", Na^+^, K^+^-ATPase [2]. The K^+ ^brought into the cell across the basolateral membrane by the Na^+^-pump recirculates passively through basolateral K^+ ^channels [2]. The classical ENaC is highly selective for Na^+ ^and is composed of α, β and γ subunits [5]. It has been found in mammals that expression of the three ENaC subunits undergo a tissue-specific non-coordinated regulation depending on the physiological context and this can occur at both the mRNA and protein levels [6]. In the current study, we have tested the specific involvement of α-ENaC in Na^+ ^absorption by SCCD by knockdown of gene expression with RNA interference.

The level of ENaC activity is regulated by a large number of factors, including complex signal pathways, such as protein kinase C (PKC) and phosphatidylinositol 3-kinase (PI3-K) signal pathways, which control the number of channels residing in the plasma membrane [7]. Protein turnover in the membrane is relatively rapid and signals controlling the insertion and removal of channels exerts powerful control over the rate of Na^+ ^absorption. The fractional open time of the channels is also regulated by PKC signaling pathways and phosphoinositide signal pathways that include activation of PI3-K [8-11]. The putative participation of PKC and phosphoinositide signaling in SCCD Na^+ ^absorption is tested in the current investigation by electrophysiology and gene array.

Purinergic signaling via receptors of the P2Y family constitutes an additional pathway that is known to regulate ENaC-mediated Na^+ ^absorption and Cl^- ^transport in other epithelia [12-15]. Experiments are described here that demonstrate the involvement of P2Y receptors in regulating transepithelial transport properties of SCCD, determine the location of the receptors and identify the candidate isoforms.

## Results and Discussion

Primary cultures of rat SCCD were tested for 1) regulation of ion transport by purinergic signaling, 2) participation of α-ENaC subunits in Na^+ ^absorption, 3) regulation of Na^+ ^absorption by a phosphoinositide signal pathway and 4) by a protein kinase C pathway.

### Array analysis of regulatory genes

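Dexamethasone, a synthetic glucocorticoid, changed 279 of the 10368 probe sets tested in primary cultures of SCCD, with 195 higher and 84 lower than in control (limma, Benjamini-Hochberg adjusted p under 0.05). Sgk1, the serum- and glucocorticoid-regulated kinase that keeps ENaC in the cell membrane, had a signal of 370.4 ± 67.2 (SD, n = 4) in control and 3358 ± 409 (SD, n = 4) with dexamethasone. Its log2 fold change was 3.19 (SE 0.15, adjusted p = 1.09e-06 from limma). Fkbp5, a co-chaperone of the glucocorticoid receptor, and Tsc22d3 (GILZ), a glucocorticoid-induced regulator of transcription, rose by 2.14 and 2.16 on the log2 scale (adjusted p = 3.17e-05 and 4.13e-05 from limma). Sgk1, Fkbp5 and Tsc22d3 were each higher on all 4 dexamethasone arrays than on every control array (exact permutation test, two-sided p = 0.0286, the smallest that 4 arrays against 4 allow). Total RNA from control (n = 4) and dexamethasone-treated (n = 4) cultures was labelled with 2 cycles of in vitro transcription and hybridized to Affymetrix rat arrays, and the deposited table holds the 15923 probe sets of the A series. The sample labels give a dexamethasone concentration of 100 nM. The paper's text does not name the time of exposure for the arrays, and it names paired cultures from 1 batch of canals for its electrophysiology but does not say whether the samples for the arrays were paired or came from separate dissections. The authors made 1 signal per probe set and array with the Affymetrix statistical algorithms, an intensity on a linear scale in arbitrary units, and the labels describe a scaling of all probe sets to a target of 500. As deposited, the trimmed mean signal, which leaves out 2% of the probe sets at each end, was 500.1 on replicates 1 and 2 of both groups but 202 to 336 on replicates 3 and 4. Every array was therefore rescaled to a trimmed mean of 500, signals under 16 were set to 16, and log2 values were compared for probe sets with a mean signal of at least 100. With the treatment, the beta-actin 3' to 5' signal ratio, a sign of RNA quality, was 8.10 to 13.7 on the control arrays and 6.17 to 8.07 on the dexamethasone arrays, without overlap (exact permutation test, two-sided p = 0.0286). The same ratio of GAPDH, a glycolytic enzyme, overlapped between the groups, at 2.10 to 3.79 in control and 2.14 to 3.18 with dexamethasone. The rescaling, and the comparisons by array set, were chosen after the signals had been seen. The plan made before the data were examined had taken the signals as already scaled. On the signals as deposited, 34 probe sets were higher and 4 were lower. With no filter on low signals 102 changed, and leaving out 1 array gave 180 to 275. With the log2 of the beta-actin ratio as a covariate, 65 passed the test (limma). With the array set (replicates 1 and 2, or 3 and 4) as a block, 344 were higher and 234 lower, while replicates 1 and 2 alone gave 440 changed probe sets and replicates 3 and 4 alone gave 21.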

Transcript analysis of genes investigated in this study are shown in Table S1 [Additional file 1]. 

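P2Y2, a G protein-coupled receptor for ATP and UTP, had a transcript signal above the level of silent genes on 6 of 8 arrays, P2Y6 on 5 and P2Y4 on 0. The signal of P2Y2 (P2ry2) was 245 ± 99.6 (SD, n = 4) in control and 157 ± 43.4 (SD, n = 4) with dexamethasone. P2Y6 (P2ry6), a receptor for UDP and UTP, had a signal of 153 ± 41.8 (SD, n = 4) in control and 149 ± 57.1 (SD, n = 4) with dexamethasone. P2Y4 (P2ry4) had signals of 9.90 to 14.6 over the 8 arrays, all under the floor of 16, and no fold was computed for it. For comparison, genes of other tissues, such as digestive enzymes and photoreceptor proteins, were taken as silent in this epithelium. The 95th percentile of their signals was 102 to 169 on the 8 arrays. P2Y2 exceeded this level on 4 of 4 control arrays and 2 of 4 dexamethasone arrays, P2Y6 on 2 of 4 and 3 of 4, and P2Y4 on none. The P2Y2 signal was just under the level on dexamethasone replicate 1 (168.7 against 168.8) and replicate 3 (107.8 against 113.4). These counts therefore do not show a loss of P2Y2 with dexamethasone. P2Y2 was above the highest signal among the silent genes on 2 of 8 arrays and P2Y6 on 0, while P2Y2 was above their 90th percentile on 8 and P2Y6 on 7. The log2 fold change of P2Y2 with dexamethasone was -0.60 (SE 0.29, 95% confidence interval -1.23 to 0.027, adjusted p = 0.338 from limma), and it did not pass the test. It was -0.72 in replicates 1 and 2 and -0.49 in replicates 3 and 4, and with the array set as a block its adjusted p was 0.104 (limma). An exact permutation test of the P2Y2 signals gave a two-sided p = 0.143. P2Y6 had a log2 fold change of -0.065 (SE 0.29, 95% confidence interval -0.70 to 0.57, adjusted p = 0.944 from limma), with 0.011 and -0.14 within the 2 array sets.

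**Figure D1:**
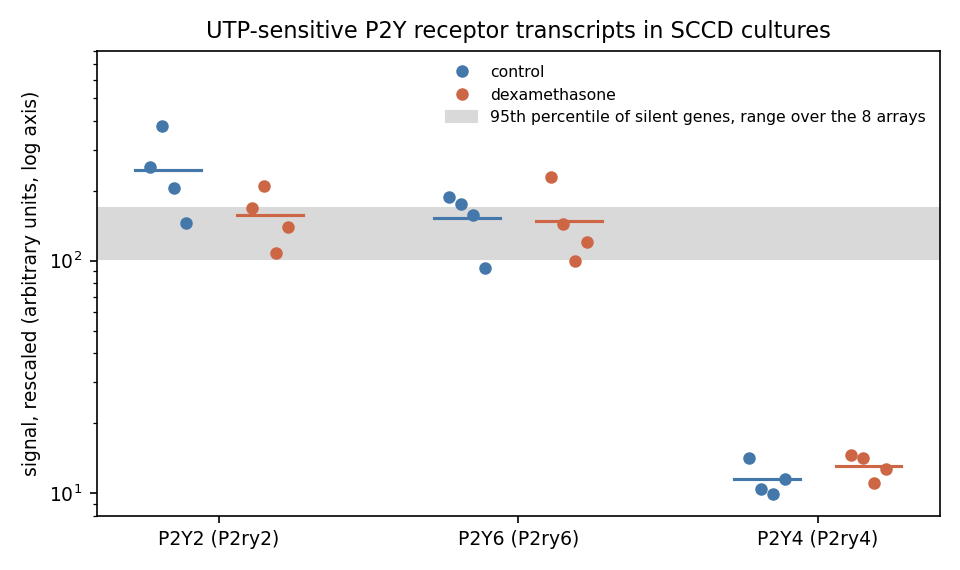
Signal of the UTP-sensitive P2Y receptors on each array (points, 4 control and 4 dexamethasone) with the group mean (line), in arbitrary units on a log axis after rescaling. The grey band spans the 95th percentile of the silent genes over the 8 arrays, 102 to 169, and P2Y4 lies at 9.90 to 14.6, below it on every array.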

Of the three UTP-sensitive receptors, only P2Y2 was present while P2Y4 and P2Y6 were absent and only P2Y2 was affected by dexamethasone treatment (known to regulate ENaC-mediated Na^+ ^transport) with a small decrease in expression. Expression results for the ionotropic P2X receptors were not consistent across all probe sets. 

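P2X2, P2X3 and P2X4, ATP-gated cation channels, each had at least 1 probe set above the level of silent genes on 7 or 8 of the 8 arrays. P2X4 (P2rx4) had a signal of 252 ± 49.2 (SD, n = 4) in control and 393 ± 141 (SD, n = 4) with dexamethasone. Its log2 fold change was 0.58 (SE 0.24, 95% confidence interval 0.060 to 1.11, adjusted p = 0.259 from limma), which did not pass the test. Within replicates 1 and 2 the P2X4 value was 0.87 and passed the test (adjusted p = 0.0305 from limma), within replicates 3 and 4 it was 0.30, and with the array set as a block the adjusted p was 0.0552. The other probe set listed as P2rx4 in Table S1 is assigned to Nub1 by the annotation of the deposited table, and its signals of 609 to 841 were above the silent genes on all 8 arrays. For P2X2 (P2rx2), the probe set called absent in Table S1 and 1 of the 2 called present were above the silent genes on 7 of 8 arrays, with signals of 122 to 335 and 108 to 392. The remaining P2X2 probe set was above them on none, at 6.19 to 104. Of the 2 probe sets of P2X3 (P2rx3), 1 was above the silent genes on 8 of 8 arrays, with signals of 144 to 279, and the other on none. P2X5 (P2rx5, 2 probe sets), P2X1, P2X6 and P2X7 were above the silent genes on 0 of 8 arrays. The P2X2 probe set with the highest mean signal had a log2 fold change of 0.034 (adjusted p = 0.978 from limma), with -0.32 in replicates 1 and 2 and 0.39 in replicates 3 and 4. P2X3 had -0.18 (adjusted p = 0.744 from limma), with 0.070 and -0.43, so that neither kept its sign in both array sets. Of the 3 P2X genes past the filter on low signals, 0 passed the test at an adjusted p under 0.05 and 1, P2X4, had an unadjusted p under 0.05 (limma).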

There were probes for six isoforms of protein kinase C (PKC), and only PKCdelta and PKCgamma were present and there were no significant changes of expression in the presence of dexamethasone [Additional file 1]. 

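PKC delta, a calcium-independent isoform, and PKC iota, an atypical isoform with a role in cell polarity, were far above the silent genes on all 8 arrays. The signal of PKC delta (Prkcd) was 1322 ± 115 (SD, n = 4) in control and 1315 ± 38.9 (SD, n = 4) with dexamethasone. PKC iota (Prkci) had signals of 2528 to 3189 at its strongest probe set, while the probe set listed in Table S1 stayed at 1.55 to 9.50. PKC zeta (Prkcz) was above the silent genes on 8 of 8 arrays, with signals of 303 to 470.0, as were PKC alpha (Prkca), at 197 to 397, and PKC epsilon (Prkce), at 139 to 248. PKC eta (Prkch) was above them on 7 of 8 arrays at its stronger probe set and on 0 at the one listed in Table S1, at 7.60 to 47.9, and PKC theta (Prkcq) and both probe sets of PKC beta (Prkcb) on 0. Of the 7 PKC genes past the filter on low signals, 0 passed the test for a change with dexamethasone, and 0 had an unadjusted p under 0.05 (limma). PKC delta had a log2 fold change of -0.0046 (SE 0.10, 95% confidence interval -0.22 to 0.21, adjusted p = 0.988 from limma), with 0.039 and -0.049 within the 2 array sets. The largest difference among the tested PKC genes was in PKC alpha, at -0.41 (95% confidence interval -0.87 to 0.047, adjusted p = 0.370 from limma), with -0.30 and -0.52 within the array sets.

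**Figure D2:**
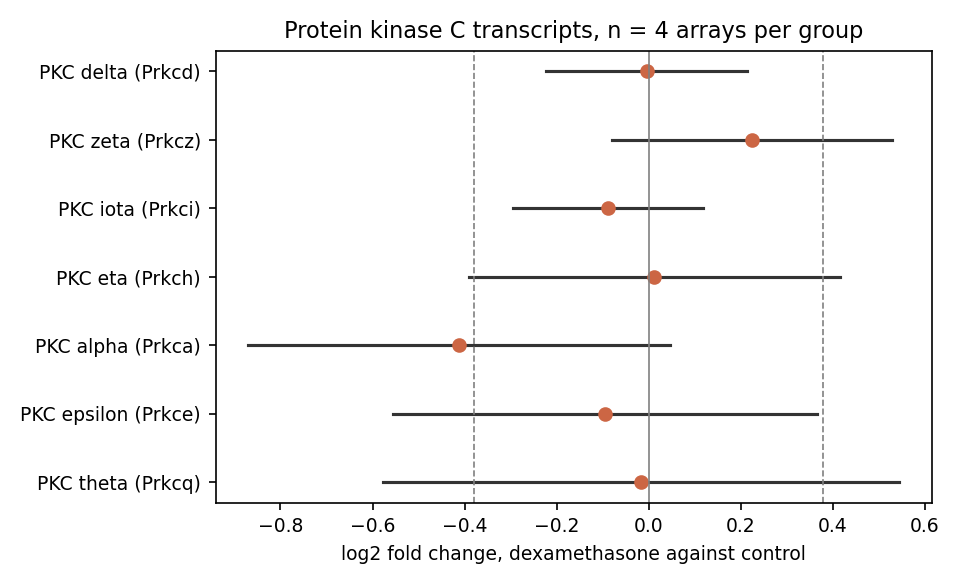
Log2 fold change (dexamethasone against control, n = 4 arrays per group) of PKC transcripts, with the 95% confidence interval from limma (horizontal lines). The dashed lines mark a fold of 1.3 in either direction, which is 0.38 on the log2 scale, and only the intervals of PKC delta and PKC iota lie between them.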

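Pik3c3 and Pik3ca, catalytic subunits of PI3-K, were above the silent genes on all 8 arrays, with and without dexamethasone. Pik3c3, the class III PI3-K that acts in vesicle trafficking, had a signal of 314 ± 32.5 (SD, n = 4) in control and 392 ± 44.5 (SD, n = 4) with dexamethasone. Its log2 fold change was 0.32 (SE 0.14, 95% confidence interval 0.021 to 0.62, adjusted p = 0.276 from limma) and did not pass the test. It was 0.36 in replicates 1 and 2 and 0.28 in replicates 3 and 4, and with the array set as a block its adjusted p was 0.197 (limma). In 3 of 4 dexamethasone cultures the Pik3c3 signal was above every control (exact permutation test, two-sided p = 0.0571). Pik3ca, the class I catalytic subunit alpha, had signals of 495 to 854 at its strongest probe set and a log2 fold change of 0.16 (adjusted p = 0.700 from limma). The regulatory subunits Pik3r1, Pik3r2 and Pik3r4, and the catalytic subunit Pik3cd, had log2 fold changes between -0.017 and 0.42 (adjusted p = 0.696 to 0.982 from limma). Of the 6 PI3-K subunits past the filter on low signals, 0 passed the test for a change with dexamethasone and 1, Pik3c3, had an unadjusted p under 0.05 (limma).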

PI3-K was found to be present and there was no significant change of expression with dexamethasone.

### Purinergic regulation of ion transport

Many epithelia express one or more purinergic receptors that are inserted into the apical and/or basolateral cell membranes and anion or cation transport is often increased or decreased by activation of these receptors [16-21]. The P2 receptor agonists ATP and UTP had no effects on the transepithelial voltage (V_T_), resistance (R_T_) and equivalent short-circuit current (*Isc*) at the apical membrane, but they both exerted complex control from the basolateral side (Figure 1a; Table S2) [Additional file 2].

**Figure 1:**
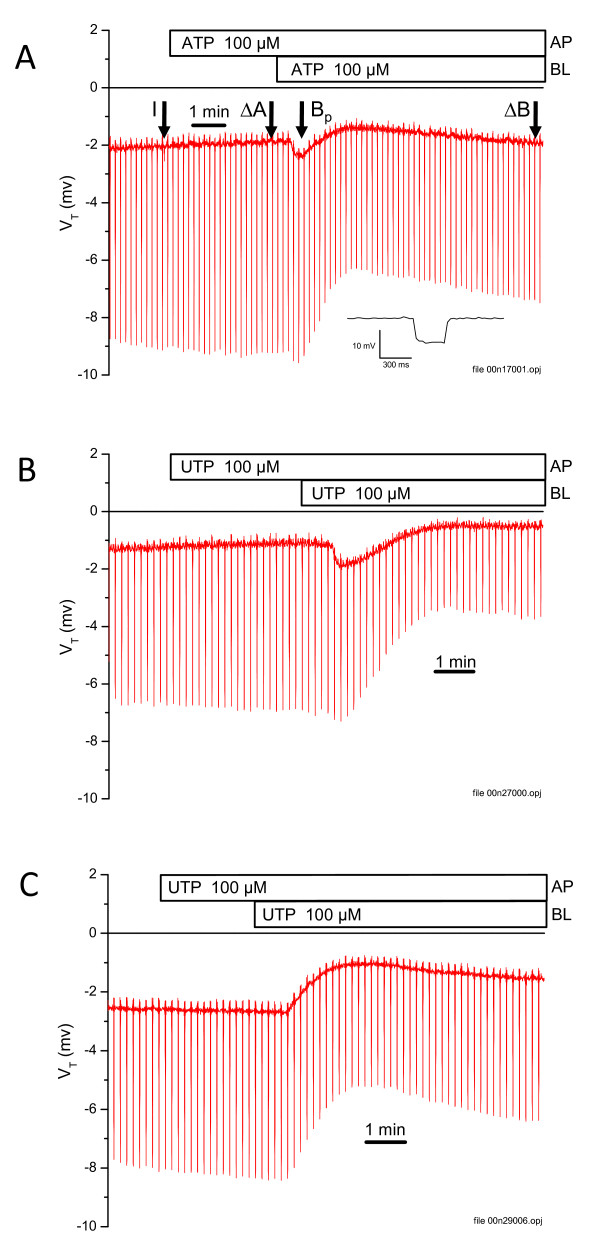
**Effects of purinergic agonists on short circuit current of SCCD epithelium**. Representative recordings of apical (AP) and basolateral (BL) addition of purinergic agonists to SCCD epithelia. The continuous line is the open-circuit transepithelial voltage (V_T_) and the pulses are the voltage response to current pulses. A) ATP was added to the apical or basolateral chamber at the times indicated by the bars at the top of the figure. A single pulse is shown with an expanded time scale in the insert for clarity and shows no time-dependent response. Vertical arrows indicate where readings were taken for the initial (I) value, change after apical (ΔA) agonist, peak basolateral (B_p_) and change after basolateral (ΔB) agonist for tabulation in Table 2. B) UTP was added to the apical or basolateral chamber at the times indicated by the bars at the top of the figure; example of recording with transient increase in V_T _after basolateral addition of UTP. C) Similar to recording in B, but an example of a recording without transient increase in V_T _after basolateral addition of UTP.

Basolateral ATP (100 μM) caused biphasic changes in 3 out of 4 epithelia (Figure 1a). Initially, there were statistically significant peak increases in V_T_. The R_T _did not change over this short interval (about 30 - 120 s after addition of ATP). The resistance dropped significantly over the next ~60 s in all epithelia (n = 4). That drop in resistance was accompanied by a decrease in V_T _from the peak, while *I*_*sc *_did not change, suggesting that the drop in V_T _was caused by the drop in R_T_.

Basolateral UTP (100 μM) yielded similar results with a full bi-phasic response of V_T _(Figure 1b) in one of three epithelia and all three epithelia exhibited the sustained decrease in V_T _and R_T _(Figure 1c; Table S2) [Additional file 2]. The resistance dropped significantly over ~2 min in all three epithelia. That drop in resistance was accompanied by a decrease of V_T _but no change in *I*_*sc*_, suggesting that the drop in V_T _was caused by the drop in R_T_, as for basolateral ATP.

ATP can activate most ionotropic P2X and P2Y family receptors. However, UTP is potent at only 3 of the P2Y receptors (P2Y2, P2Y4 and P2Y6) and none of the P2X receptors [16]. Our observations of transient stimulation of *I*_*sc *_and sustained decrease of R_T _along with the gene array results, suggest a dual signal pathway from basolateral P2Y2 receptors; one pathway controlling transepithelial ion transport and the other controlling the paracellular pathway. 

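Receptors of the P2Y family other than P2Y2, P2Y4 and P2Y6 had low transcript signals in the cultures. P2Y1 (P2ry1), a receptor for ADP, had signals of 4.80 to 51.2 over the 8 arrays. P2Y12 (P2ry12), another ADP receptor, had signals of 9.38 to 23.5 and 18.3 to 106 at its 2 probe sets. P2Y14 (P2ry14), a receptor for UDP-glucose, had signals of 14.3 to 60.7. None of these 4 probe sets exceeded the silent genes on any array. Of the 8 P2Y genes looked for, 6 had a probe set and 2, P2Y2 and P2Y6, were past the filter on low signals. From its array results, in which P2Y2 is the UTP-sensitive receptor called present, together with the transient rise of short-circuit current and the sustained drop of resistance, the paper proposes that basolateral P2Y2 acts through separate pathways on ion transport and on the paracellular barrier.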

The results are in line with observations of UTP-stimulated Cl^- ^secretion in endometrial gland epithelial cells [15], but do not rule out a transient stimulation of Na^+ ^absorption. UTP-activated P2Y receptors have been shown to control paracellular tight junction pathways by decreasing the conductance in rabbit airway epithelium, opposite to the effect found here [22].

### Effect of α-ENaC siRNA on dexamethasone stimulated Na^+ ^absorption

Dexamethasone upregulates the expression levels of α-ENaC transcript and total protein in SCCD [23]. This result is consistent with α-ENaC being a limiting constituent that acts as a chaperone for the other subunits of ENaC in trafficking to the apical membrane [24]. We found (Figure 2) that α-ENaC siRNA (Table S3) [Additional file 3] significantly reduced the amiloride-sensitive *I*_*sc *_by 42% after incubation with dexamethasone (100 nM for 24 hr), whereas transfection with the non-silencing control siRNA (Table S3) [Additional file 3] changed the amiloride-sensitive *I*_*sc *_insignificantly (-2.5%). The specificity of the result is validated by the functional controls (transfection agent and non-silencing control siRNA) employed in the measurements of *I*_*sc*_. Amiloride is commonly used as a tool to block epithelial Na^+ ^transport mediated by ENaC [2].

**Figure 2:**
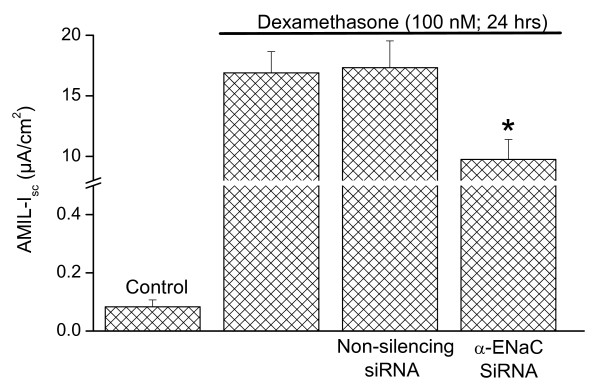
**Effect of RNA interference on short circuit current of SCCD epithelium**. Effect of α-ENaC siRNA on dexamethasone stimulated Na^+ ^transport: Epithelia were incubated with dexamethasone (100 nM) for 24 hr concurrently with transfection. Amiloride-sensitive short circuit current, AMIL-*I*_*sc*_, was measured from both transfected and non-transfected monolayers as a function of net Na^+ ^transport. α-ENaC siRNA (anti-sense) but not non-silencing siRNA (sense) inhibits dexamethasone-stimulated Na^+ ^transport. "Control" epithelia were not incubated with dexamethasone. Data are mean ± SEM, n = 3 - 10. P < 0.05 (*) compared to AMIL-*I*_*sc *_with dexamethasone alone. Note the break in the vertical axis.

### Effect of PKC activation and PI3-K inhibition on dexamethasone-stimulated Na^+ ^absorption

SCCD were incubated with dexamethasone (100 nM for 24 hr) in the presence or absence of the PKC activator phorbol-12-myristate-13-acetate (PMA; 100 nM, 24 h), its inactive analog 4-alpha-PDD (100 nM, 24 h) or the PI3-K inhibitors wortmannin (100 nM, 9 h) or LY294002 (20 μM, 9 h), or its inactive analog LY 303511 (20 μM, 9 h). Both PMA and the PI3-K inhibitors were used at concentrations that have been reported to alter Na^+ ^transport in other epithelia [9,11,25,26].

Long-term exposure to PMA, but not 4-alpha-PDD, significantly reduced *I*_*sc *_by 49.7% and increased R_T _by 28.3% (Table S4) [Additional file 4]. Similarly, LY 294002, but not LY 303511, significantly reduced *I*_*sc *_by 62.5% and increased R_T _by 179% (Table S4) [Additional file 4]. Further, Wortmannin also inhibited *I*_*sc *_by 21.8% (Table S4) [Additional file 4]. The effects of PMA and LY 294002 on dexamethasone stimulated *I*_*sc*_, and on R_T _are consistent with positive regulation by PI3-K and negative regulation by PKC of glucocorticoid-stimulated Na^+ ^absorption by SCCD epithelium (Figure 3).

**Figure 3:**
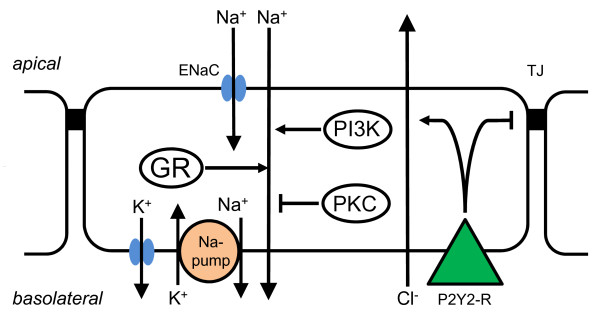
**Proposed cell model for P2Y, PKC and PI3-K regulation of ion transport by SCCD epithelium**. Na^+ ^is absorbed from endolymph by entry into the cytosol across the apical membrane via the epithelial Na^+ ^channel (ENaC). Na^+ ^is removed from the cytosol across the basolateral membrane by the Na^+^, K^+^-ATPase (Na^+^-pump); K^+ ^entering the cell on the Na^+^, K^+^-ATPase recycles across the basolateral membrane via K^+ ^channels. Activity of this Na^+ ^absorptive mechanism is stimulated by activation of the glucocorticoid receptor (GR), by activity of phosphoinositide-3 kinase (PI3-K) and inhibited by activity of protein kinase C (PKC). Activation of the P2Y2 receptor (P2Y2-R) in the basolateral membrane reduces the barrier to ions of the tight junctions (TJ) and stimulates Cl^- ^secretion.

Both PKC and PI3-K signaling pathways regulate corticosteroid-stimulated Na^+ ^transport in several epithelial cells and expression systems via acute regulation of the open probability and rapid insertion and removal of ENaC in the cell membrane [8-11] and also the long-term expression level of ENaC in the apical membrane via regulation of ubiquitin-mediated degradation [27,28].

## Conclusions

The present study augments previous reports of ion transport systems that are expressed and characterized in SCCD epithelium, including sodium absorption and chloride secretion. We showed here that sodium absorption from endolymph mediated by ENaC in SCCD is regulated by signal pathways that include the kinases PKC and PI3-K (Figure 3). Further, purinergic receptors control both active ion transport and the integrity of the epithelial barrier. These kinases and the purinergic receptor(s) may prove to be valuable drug targets in the control of pathologic vestibular conditions such as Meniere's disease that involve dysfunction of transport homeostasis in the ear.

## Materials and methods

### Primary cultures of SCCD epithelium

Primary cultures from the semicircular canals of neonatal (3-5 days) Wistar rats were grown on 6.5 mm diameter Transwell permeable supports as described previously [2,3,23] (see Table S5 in Additional File 5 "Additional methods" for additional details of methods).

### Materials

Amiloride (#A-7410, Sigma), Phorbol-12-myristate-13-acetate (PMA; #524400, Calbiochem), 4-alpha-phorbol-12, 13-didecanoate (4 alpha-PDD; #524394, Calbiochem), 2-(4-Morpholinyl)-8-phenyl-4H-1-benzopyran-4-one (LY 294002; #L-9908, Sigma) and wortmannin (#W1628, Sigma) were dissolved in DMSO. Cyclodextrin-encapsulated dexamethasone (#D-2915, Sigma), 2-piperazinyl-8-phenyl-4H-1-benzopyran-4-one (LY 303511; #L-2786, Sigma) were dissolved in water. The purinergic agonist UTP (#U6625, Sigma) was dissolved directly in the physiological saline (below).

### Electrophysiological measurements

Epithelia were bathed in symmetrical bicarbonate-buffered physiological saline and the transepithelial voltage (V_T_), resistance (R_T_) and equivalent short-circuit current (*Isc*) were measured as before [2] (see additional File 5). Amiloride-sensitive *I*_*sc *_(AMIL - *I*_*sc*_), which corresponds to the net transepithelial Na^+ ^absorption, was measured for each condition studied. Each experimental series was performed on paired cultures from a single batch of dissociated canals.

### siRNA

Rat α-ENaC siRNA (four sets of sequences given in Table S1 [Additional file 1; Additional file 3] [29]) were designed by Qiagen company based on an available rat α-ENaC cDNA nucleotide sequence (GenBank Accession NM_031548). Both α-ENaC and non-silencing fluorescein-labeled control siRNA (#1022079, Qiagen) were reconstituted in siRNA Suspension Buffer (#301699, Qiagen).

### Analysis of electrophysiologic data

Data are presented as mean values ± SEM from n observations. Data in Figure 1 were smoothed with a 15-point FFT smoothing algorithm in Origin software (OriginLab, Northampton, MA). An expanded, unfiltered pulse is shown in the inset to Figure 1a. Student's *t*-test was used to determine statistical significance of paired (ATP and UTP experiments) and unpaired samples. Differences were considered significant for *P *< 0.05.

### Gene array analysis

Total RNA was extracted from control (n = 4) and dexamethasone-treated (n = 4) samples of SCCD primary cultures using RNeasy Micro Kit. The quality and quantity were determined as described previously [23]. Affymetrix microarrays (see additional File 5 for details) were used to examine the expression of the genes investigated here by electrophysiology. Our methodology conforms to the MIAME (Minimum Information about a Microarray Experiment) guidelines and details are deposited with the data in [GEO: GSE6197].

Statistical algorithms [detection, change call, signal log ratio (SLR)] were used to identify differential gene expression in control and experimental samples. Probe sets were assigned as either present (P), absent (A), or marginal (M) based on detection *p *values (P, *p *< 0.05; M, *p *= 0.05-0.065; A, *p *> 0.065). Fold change was calculated from the median of the SLRs and only considered physiologically significant when the fold change was ≥ 1.3.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

SRP carried out the study, including microdissection of tissues, primary cell cultures, quantitative analyses and contributed to writing the manuscript. NNR carried out the gene array analyses. DCM conceived of the study, participated in its design and coordination and contributed to writing the manuscript. Both authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table S1. Gene array of rat SCCD**. Presence call and fold-change of transcripts for purinergic receptors, protein kinase C and phosphatidylinositol-3 kinase in SCCD epithelium. Click here for file

Additional file 2 **Table S2. Effects of ATP & UTP on SCCD transport**. Effects of purinergic agonists on electrophysiology of ion transport. Click here for file

Additional file 3 **Table S3. siRNA for alpha-ENaC**. Rat α-ENaC siRNA sequences used to knock down the functional expression of the α subunit of ENaC. Click here for file

Additional file 4 **Table S4. PKC and PI3-K regulation of Isc**. Effects of PKC activator and PI3-K inhibitors on Isc and RT. Click here for file

Additional file 5 **Table S5. Gene chip quality metrics**. Quality metrics of Affymetrix gene chips. Click here for file

# Supplementary material for: Ion transport regulation by P2Y receptors, protein kinase C and phosphatidylinositol 3-kinase within the semicircular canal duct epithelium
**Source:** BMC Res Notes. 2010 Apr 14;3:100. doi: 10.1186/1756-0500-3-100
**Supplement:** Additional file 1 — Table S1. Gene array of rat SCCD. Presence call and fold-change of transcripts for purinergic receptors, protein kinase C and phosphatidylinositol-3 kinase in SCCD epithelium.

**Table 1 – Gene array of rat SCCD.** Presence call and fold-change of transcripts for purinergic receptors, protein kinase C and phosphatidylinositol-3 kinase in SCCD epithelium.

| Affymetrix.<br>Number | Gene<br>Name | Product                       | Present (P) / Absent (A) |       | Fold-<br>change |
|-----------------------|--------------|-------------------------------|--------------------------|-------|-----------------|
|                       |              |                               | - Dex                    | + Dex |                 |
| 1370606_at            | P2ry1        | P2Y1 Receptor                 | A                        | A     | ---             |
| 1368940_at            | P2ry2        | P2Y2 Receptor                 | 4P                       | 4P    | -1.32*          |
| 1369812_at            | P2ry4        | P2Y4 Receptor                 | A                        | A     | ---             |
| 1368754_at            | P2ry6        | P2Y6 Receptor                 | A                        | A     | ---             |
| 1368740_at            | P2rx11       | P2X11 Receptor                | A                        | A     | ---             |
| 1369178_a_at          | P2rx1        | P2X1 Receptor                 | A                        | A     | ---             |
| 1387578_a_at          | P2rx2        | P2X2 Receptor                 | 3P                       | 4P    | 1.07            |
| 1369474_a_at          | P2rx2        | P2X2 Receptor                 | 3P                       | 4P    | 1.07            |
| 1369475_x_at          | P2rx2        | P2X2 Receptor                 | A                        | A     | ---             |
| 1369475_x_at          | P2rx2        | P2X2 Receptor                 | A                        | A     | ---             |
| 1388077_a_at          | P2rx3        | P2X3 Receptor                 | A                        | A     | ---             |
| 1368667_at            | P2rx3        | P2X3 Receptor                 | A                        | A     | ---             |
| 1373775_at            | P2rx4        | P2X4 Receptor                 | 4P                       | 4P    | -1.07           |
| 1369743_a_at          | P2rx4        | P2X4 Receptor                 | 4P                       | 4P    | 1.23            |
| 1369674_at            | P2rx5        | P2X5 Receptor                 | 3P                       | 3P    | 1.07            |
| 1369673_at            | P2rx5        | P2X5 Receptor                 | A                        | A     | ---             |
| 1387718_at            | P2rx7        | P2X7 Receptor                 | A                        | A     | ---             |
|                       |              |                               |                          |       |                 |
| 1370585_a_at          | Prkcb1       | Protein kinase C beta         | A                        | A     | ---             |
| 1368240_a_at          | Prkcb1       | Protein kinase C beta         | A                        | A     | ---             |
| 1387114_at            | Prkcd        | protein kinase C, delta       | P                        | P     | 1.07            |
| 1369830_at            | Prkch        | protein kinase C, eta         | A                        | A     | ---             |
| 1369089_at            | Prkcc        | protein kinase C, gamma       | P                        | P     | -1.23           |
| 1369620_at            | Prkci        | protein kinase C, iota        | A                        | A     | ---             |
| 1370197_a_at          | Prkcz        | protein kinase C, zeta        | A                        | A     | ---             |
|                       |              |                               |                          |       |                 |
| 1369655_at            | Pik3c3       | phosphatidylinositol 3-kinase | 4P                       | 4P    | 1.23            |

\*, physiologically-significant fold change in expression after dexamethasone (Dex). #P, number of gene chips out of 4 per condition that registered P; minus sign for fold change indicates down-regulation. 

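Signals stood above silent genes on all 8 arrays for P2X4, PKC delta, Pik3c3 and the probe set that the deposited annotation gives to Nub1, which are 4 of the 8 probe sets called present in Table S1 that are reported here. P2Y2 and 1 probe set of P2X2 were above the silent genes on some arrays. The other 2 were above the silent genes on none: P2X5 (P2rx5) at 10.1 to 66.1 and the other P2X2 probe set at 6.19 to 104. Of the 15 probe sets called absent, 11 were above the silent genes on no array, 2 on some arrays, and 2, 1 of P2X3 and that of PKC zeta, on every array. The calls in Table S1 rest on perfect match and mismatch probes, which the deposited table does not hold, so the level of silent genes is a different measure. It was taken on each array as the 95th percentile of 57 probe sets from 51 genes of other tissues. The gene listed as P2rx11 has a probe set that the deposited annotation assigns to P2rx6, with signals of 54.7 to 111.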

SCCD, semicircular canal duct epithelium. Fold change was calculated from the median of the SLRs and only considered physiologically significant when the fold change was greater than or equal to 1.3. This analysis by SLR accounts for the differences in individual hybridization efficiencies at the individual probe pair level.

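Among the 10 probe sets of Table S1 past the filter on low signals, P2Y2 and P2X4 were those with a fold of at least 1.3 from the signals, lower for P2Y2 and higher for P2X4. The median of the 16 log2 ratios of a dexamethasone array over a control array was -0.57 for P2Y2 and 0.46 for P2X4, against a limit of 0.38 on the log2 scale. Without control replicate 2 that of P2Y2 was -0.35, and without dexamethasone replicate 1 or 2 that of P2X4 was 0.30, both under the limit. Pik3c3 was just past it without control replicate 1 or dexamethasone replicate 3 (0.38), as was 1 probe set of P2X2 without control replicate 3 or dexamethasone replicate 1 (-0.39). With all arrays that of Pik3c3 was 0.32, and that of PKC delta -0.0050. Of these 10 probe sets, 0 passed the test at an adjusted p under 0.05 and 2, those of P2X4 and Pik3c3, had an unadjusted p under 0.05 (limma). At a fold of at least 1.3 with no test, 762 of all the probe sets tested were higher and 732 lower with dexamethasone. These ratios were taken from the signals, since the probe pairs behind the SLRs are not in the deposited table. In simulated data of this size, a change of 1.3-fold was recovered for 7.60% of the changed probe sets and a change of 2-fold for 71.9%.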

# Supplementary material for: Ion transport regulation by P2Y receptors, protein kinase C and phosphatidylinositol 3-kinase within the semicircular canal duct epithelium
**Source:** BMC Res Notes. 2010 Apr 14;3:100. doi: 10.1186/1756-0500-3-100
**Supplement:** Additional file 2 — Table S2. Effects of ATP & UTP on SCCD transport. Effects of purinergic agonists on electrophysiology of ion transport.

**Table 2 - Effects of ATP & UTP on SCCD transport.** Effects of purinergic agonists on electrophysiology of ion transport.

|                                | Initial             |                                      |                                    | $\Delta$ Apical Membrane  |                                      |                                    | $\Delta$ Basolateral Peak |                                      |                                    | $\Delta$ Basolateral Steady State |                                      |                                    |
|--------------------------------|---------------------|--------------------------------------|------------------------------------|---------------------------|--------------------------------------|------------------------------------|---------------------------|--------------------------------------|------------------------------------|-----------------------------------|--------------------------------------|------------------------------------|
|                                | VT<br>(mV)          | RT ( $\Omega$ -<br>cm <sup>2</sup> ) | Isc<br>( $\mu$ A/cm <sup>2</sup> ) | VT<br>(mV)                | RT ( $\Omega$ -<br>cm <sup>2</sup> ) | Isc<br>( $\mu$ A/cm <sup>2</sup> ) | VT<br>(mV)                | RT ( $\Omega$ -<br>cm <sup>2</sup> ) | Isc<br>( $\mu$ A/cm <sup>2</sup> ) | VT<br>(mV)                        | RT ( $\Omega$ -<br>cm <sup>2</sup> ) | Isc<br>( $\mu$ A/cm <sup>2</sup> ) |
| ATP<br>(100<br>$\mu$ M)<br>n=4 | -1.49<br>$\pm$ 0.22 | 1752<br>$\pm$ 289                    | -0.87<br>$\pm$ 0.07                | -0.05<br>$\pm$ 0.06<br>ns | 17<br>$\pm$ 18<br>ns                 | 0.04<br>$\pm$ 0.03<br>ns           | 0.51<br>$\pm$ 0.04<br>*   | 29<br>$\pm$ 21<br>ns                 | 0.30<br>$\pm$ 0.09<br>*            | 0.87<br>$\pm$ 0.11<br>*           | 620<br>$\pm$ 118<br>*                | 0.24<br>$\pm$ 0.24<br>ns           |
| UTP<br>(100<br>$\mu$ M)<br>n=3 | -2.10<br>$\pm$ 0.43 | 1846<br>$\pm$ 29                     | -1.13<br>$\pm$ 0.23                | 0<br>$\pm$ 0<br>ns        | 0<br>$\pm$ 0<br>ns                   | 0<br>$\pm$ 0<br>ns                 | 0.70<br>(n=1)             | 0<br>(n=1)                           | 7.07<br>(n=1)                      | 1.25<br>$\pm$ 0.32<br>*           | 623<br>$\pm$ 129<br>*                | 2.18<br>$\pm$ 0.83<br>ns           |

\*, significant change—paired t-test; ns, insignificant change. SCCD, semicircular canal duct epithelium. Times at which data were taken for this table are illustrated in Figure 1a by vertical arrows. When no discernible change in parameters was observed in all experiments of a series, the table entry is “0”.

# Supplementary material for: Ion transport regulation by P2Y receptors, protein kinase C and phosphatidylinositol 3-kinase within the semicircular canal duct epithelium
**Source:** BMC Res Notes. 2010 Apr 14;3:100. doi: 10.1186/1756-0500-3-100
**Supplement:** Additional file 3 — Table S3. siRNA for alpha-ENaC. Rat α-ENaC siRNA sequences used to knock down the functional expression of the α subunit of ENaC.

**Table 3 - siRNA for alpha-ENaC.** Rat  $\alpha$ -ENaC siRNA sequences used to knock down the functional expression of the  $\alpha$  subunit of ENaC.

| Sets of DNA target sequences | Sense siRNA (5' – 3')       | Antisense siRNA (5' – 3')   |
|------------------------------|-----------------------------|-----------------------------|
| AAGCCCTGGGCAACTTCATCT        | r(GCCCUGGGCAACUUCAUCU)d(TT) | r(AGAUGAAGUUGCCCAGGGC)d(TT) |
| AACTGTGCAACCAGAACAAAT        | r(CUGUGCAACCAGAACAAAU)d(TT) | r(AUUUGUUCUGGUUGCACAG)d(TT) |
| AAACGGAGTTGCAAAGCTCAA        | r(ACGGAGUUGCAAAGCUCAA)d(TT) | r(UUGAGCUUUGCAACUCCGU)d(TT) |
| AAGAAGCCCTGGGCAACTTCA        | r(GAAGCCCUGGGCAACUUCA)d(TT) | r(UGAAGUUGCCCAGGGCUUC)d(TT) |

$\alpha$ -ENaC siRNA sequences were designed by Qiagen based on the cDNA sequence of rat  $\alpha$  ENaC (Gene Bank Accession No: NM 031548). [59]

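Table S3 lists 4 target sequences in the transcript of Scnn1a, which encodes the alpha subunit of ENaC, each with the sense and antisense strand of the siRNA made against it. Each target is 21 nucleotides long. The first and the last target share 18 nucleotides, so that the 4 sets cover 3 separate stretches of the Scnn1a transcript. In RNA interference, the antisense strand pairs with the transcript and directs its cleavage, which lowers the amount of protein made from it. The arrays hold no samples treated with siRNA, so no expression value stands behind this table.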

# Supplementary material for: Ion transport regulation by P2Y receptors, protein kinase C and phosphatidylinositol 3-kinase within the semicircular canal duct epithelium
**Source:** BMC Res Notes. 2010 Apr 14;3:100. doi: 10.1186/1756-0500-3-100
**Supplement:** Additional file 4 — Table S4. PKC and PI3-K regulation of Isc. Effects of PKC activator and PI3-K inhibitors on Isc and RT.

**Table 4 - PKC and PI3-K regulation of  $I_{sc}$ .** Effects of PKC activator and PI3-K inhibitors on  $I_{sc}$  and  $R_T$ .

| Condition                           | (n) | Amiloride-sensitive $I_{sc}$ ( $\mu A/cm^2$ ) | $R_T$ (Kohm-cm <sup>2</sup> ) |
|-------------------------------------|-----|-----------------------------------------------|-------------------------------|
| DEX                                 | (3) | $11.9 \pm 0.9$                                | $2.37 \pm 0.13$               |
| DEX + PMA (100 nM; 24 hr)           | (3) | $6.0 \pm 0.6^*$                               | $3.04 \pm 0.15^*$             |
| DEX                                 | (3) | $11.6 \pm 0.3$                                | $2.81 \pm 0.26$               |
| DEX + 4-alpha-PDD (100 nM; 24 hr)   | (3) | $11.3 \pm 0.5$                                | $3.01 \pm 0.21$               |
| DEX                                 | (3) | $10.4 \pm 0.7$                                | $1.48 \pm 0.35$               |
| DEX + LY 294002 (20 $\mu M$ ; 9 hr) | (3) | $4.0 \pm 0.6^*$                               | $4.13 \pm 0.02^*$             |
| DEX                                 | (3) | $11.6 \pm 0.7$                                | $2.42 \pm 0.17$               |
| DEX + LY 303115 (20 $\mu M$ ; 9 hr) | (3) | $10.5 \pm 0.4$                                | $2.60 \pm 0.20$               |
| DEX                                 | (3) | $11.6 \pm 0.3$                                | $2.81 \pm 0.26$               |
| DEX + Wortmannin (100 nM; 9 hr)     | (3) | $9.6 \pm 0.3^*$                               | $2.35 \pm 0.33$               |

Response of amiloride (10  $\mu M$ )-sensitive  $I_{sc}$  and transepithelial resistance ( $R_T$ ) by SCCD epithelia to dexamethasone (DEX [100 nM; 24 hr]) treatment in the presence and absence of either PKC activator or PI3-K inhibitors. Each pair of control and treated epithelia cultures were taken from one batch of SCCD monolayers.  $R_T$ , transepithelial resistance. Values are means  $\pm$  SEM; n, number of experiments in parenthesis. DEX, dexamethasone; PMA, Phorbol-12-myristate-13-acetate; 4-alpha-PDD, 4-alpha-phorbol-12, 13-didecanoate; LY 294002, 2-(4-Morpholinyl)-8-phenyl-4H-1-benzopyran-4-one; LY 303511, 2-piperazinyl-8-phenyl-4H-1-benzopyran-4-one. The unpaired *t*-test was used to compare DEX to DEX + PKC activator and DEX + PI3-K inhibitors. \**P* < 0.05. SCCD, semicircular canal duct epithelium.

# Supplementary material for: Ion transport regulation by P2Y receptors, protein kinase C and phosphatidylinositol 3-kinase within the semicircular canal duct epithelium
**Source:** BMC Res Notes. 2010 Apr 14;3:100. doi: 10.1186/1756-0500-3-100
**Supplement:** Additional file 5 — Table S5. Gene chip quality metrics. Quality metrics of Affymetrix gene chips.

**Table 5. Quality metrics of Affymetrix gene chips** (Affymetrix Rat RAE 230A and 230B; Affymetrix, Santa Clara, CA).

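Transcripts added in known amounts, or expressed in every cell, give the quality of the 8 A-series arrays. The spiked bacterial transcripts bioB, bioC and bioD and the phage transcript cre varied between arrays by 37.6%, 33.4%, 39.3% and 39.5% (coefficient of variation) as deposited. After rescaling, bioB, bioC, bioD and cre varied by 14.5%, 9.40%, 13.6% and 12.9%. Beta-actin, whose 3' to 5' signal ratio rises with degraded or shortened RNA, had ratios of 8.10 to 13.7 on the control arrays, the highest on control replicate 3, and of 6.17 to 8.07 on the dexamethasone arrays, so that every control array was above every dexamethasone array (exact permutation test, two-sided p = 0.0286). For GAPDH, a glycolytic enzyme, the ratio ranged from 2.10 to 3.79 on the control arrays, again highest on control replicate 3. It ranged from 2.14 to 3.18 on the dexamethasone arrays, so the groups overlapped and GAPDH did not show the difference seen with beta-actin. The factor applied to bring control replicate 3 to the target was 2.48, and that of the other arrays below the target was 1.49 to 1.55. Correlations of the log2 signals across probe sets, which are not independent replicates, were 0.925 to 0.983 between arrays. The first principal component held 33.1% of the variance, with control replicate 3 farthest from the others. It also separated the groups, with control arrays at -35.1 to -6.91 and dexamethasone arrays at 9.87 to 19.9. The second component held 26.8% and largely followed the array sets. Replicates 1 and 2 lay at 6.55 to 17.9, and control replicate 4 and dexamethasone replicates 3 and 4 at -22.0 to -18.1. Control replicate 3, at 5.38, lay nearer to replicates 1 and 2, although its signal was below the target.

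**Figure D3:**
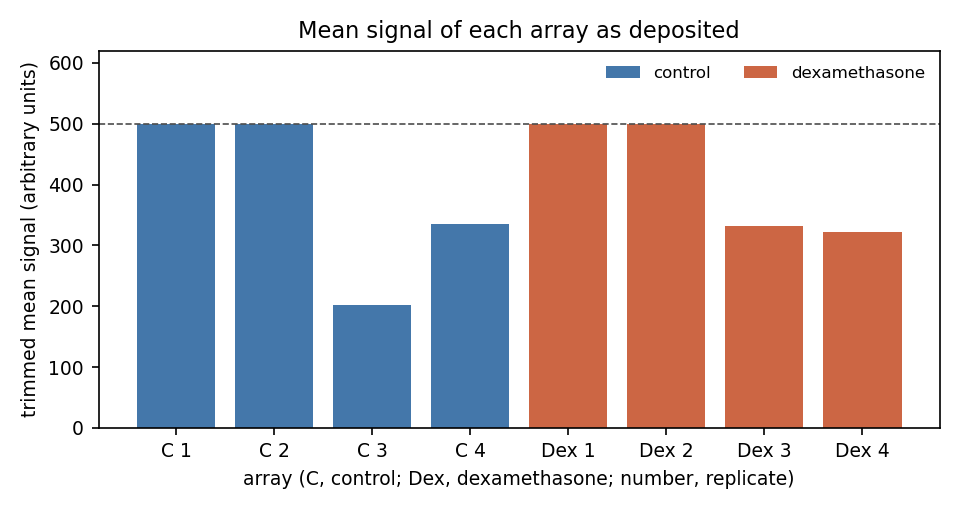
Trimmed mean signal of each array as deposited, in arbitrary units (bars), for 4 control and 4 dexamethasone arrays. The dashed line is the target of 500, reached by replicates 1 and 2 of both groups, while control replicate 3 lies at 202.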

|                            | Average<br>Background | Standard<br>Deviation<br>Background | Average<br>Noise | Standard<br>Deviation<br>Noise | Average<br>Raw Q | Average<br>Scale<br>Factor |
|----------------------------|-----------------------|-------------------------------------|------------------|--------------------------------|------------------|----------------------------|
| Series A<br>chips<br>(n=4) | 93.9                  | 32.9                                | 5.65             | 1.91                           | 3.08             | 1.50                       |
| Series B<br>chips<br>(n=4) | 87.8                  | 30.9                                | 4.40             | 1.66                           | 2.96             | 5.33                       |

How the deposited data were processed for this re-analysis (not part of the article)

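Gene expression was measured in primary cultures of rat SCCD epithelium without dexamethasone (control, n = 4) and with 100 nM dexamethasone (n = 4), with 1 array per sample. The dose for the arrays comes from the sample labels. The paper names paired cultures from 1 batch of canals for its electrophysiology, but for the arrays it speaks of samples of primary cultures and does not say whether they are paired or independent, so the p-values measure the spread between these samples. The authors extracted total RNA, labelled it with 2 cycles of in vitro transcription and hybridized it to Affymetrix rat arrays. The authors made the deposited values, signal intensities on a linear scale in arbitrary units, with the Affymetrix statistical algorithms, and the labels name a scaling of all probe sets to a target of 500. The deposited table holds 15923 probe sets of the A series, of which 57 are controls, for 8 arrays, and it holds neither detection calls nor probe-level values.

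The trimmed mean, leaving out 2% of the probe sets at each end, was at the target on replicates 1 and 2 of both groups and below it on replicates 3 and 4. Each array was therefore multiplied by 1 factor to reach a trimmed mean of 500. The plan made before the data were examined took the signals as already scaled, so this step departs from it, and the signals as deposited were kept as an alternative. Signals under a floor of 16 were set to 16 and log2 was taken. Probe sets other than controls with a mean signal of at least 100 over the 8 arrays were tested, which left 10368 of 15866. The deposited annotation gives 1 gene symbol to 12783 of these probe sets, several genes to 312 and none to 2771. It gives no coordinates with a genome build, so none are reported. The PKC iota probe set of Table S1 has no name in it and was named from that table. One gene of Table S1 is not reported here.

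Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a mean-variance trend), with two-sided tests and Benjamini-Hochberg adjustment at 0.05. A probe set under the filter was reported from a fit over all probe sets. Single genes were also compared with an exact permutation test of the 4 against 4 log2 signals, whose smallest two-sided p is 0.0286. Gene lists were tested with camera (preset correlation 0.01) with 1 probe set per gene, the strongest, where at least 3 genes were tested, and adjusted over the lists. As a level of silent genes, the 95th percentile of the signals of genes of other tissues was taken on each array. It stands in for the detection calls but is a different measure. For a changed gene above it on no array of 1 group, a smallest log2 fold change was also taken, with that group's signals raised to this level. The number of arrays limits the precision. On simulated data of this size, 4.97% of the calls were false, a list shifted by 0.50 on the log2 scale was called in 20 of 20 runs, and 1 of 380 unshifted lists was called. These list rates are not split by how far the genes of a list vary together. They therefore cannot vouch for lists such as proliferation, whose estimated correlation was 0.56 against the preset 0.01.

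The genes named in the text were chosen by a rule set before the data were examined. They are the other genes of Table S1, the subunits of ENaC and the sodium pump and the glucocorticoid receptor, the 12 largest rises and 12 largest falls past the threshold without overlap between the groups, and members of the fixed gene lists with the smallest adjusted p. The values of Table S1 had been seen by then. The 6 endothelial markers beside Kdr and Flt1, and the genes with 1 array apart from its group, were named after the results had been seen. The lists covered P2Y and P2X receptors, PKC isoforms, PI3-K subunits, sodium absorption, genes induced by glucocorticoids, inflammatory genes, chloride secretion, calcium absorption, tight junctions, potassium channels, proliferation, the circadian clock, lipid and sterol synthesis, the interferon response, silent genes, and markers of epithelium, fibroblasts, cartilage and bone, melanocytes, neurons and Schwann cells, macrophages, endothelium and hair cells.

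The alternatives changed 1 choice at a time, except that the median of the ratios at the 1.3-fold limit also leaves out the test. They were no filter, a filter at 250, quantile normalization, median centring, no floor, a floor of 100, no trend, a robust fit, the replicate number as a block, leaving out each array, other estimates of the fold, other levels of silent genes, a set test with an estimated correlation, the rotation test fry, and the mean of all probe sets of a gene. Added after the data were seen were the array set (replicates 1 and 2, or 3 and 4) as a block, and each array set alone. The signals as deposited, which the plan had taken for the main test, became an alternative when the rescaling was chosen. A fit with the log2 of the beta-actin 3' to 5' ratio as a covariate, with and without control replicate 3, was added later as a test of RNA quality. The SLRs of the authors could not be computed, since they need the probe pairs. The electrophysiology and the siRNA experiments have no deposited files and were left out, apart from the target sequences printed in Table S3, which were compared with each other.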

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

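The tests of explanations in this part were chosen after the results had been seen. The paper reports on the genes of Table S1, and dexamethasone changed 279 probe sets outside that table, with the largest rises in Orm1, Spp1 and Trim63 and the largest falls in Vstm4, Sprr1a and Osgin1, by signals of which those of Orm1 and Trim63 in control and of Vstm4 and Osgin1 with dexamethasone were above the silent genes on no array. With all 35 splits of the 8 arrays into groups of 4, 1 split, the real one, gave as many as 279 changed probe sets. The highest other, which separates replicates 1 and 2 from replicates 3 and 4, gave 49. These counts argue against chance only if all 8 arrays can be exchanged, which the 49 calls between the array sets put in doubt. The real split also leads the 18 that hold as many arrays of each array set in both groups, the highest other giving 0. These 18 are too few for a share under 0.05, so they cannot decide. Unequal scaling of the deposited signals as the whole cause is argued against by replicates 1 and 2, whose 4 arrays were at the target as deposited and alone gave 440 changed probe sets, 216 of the 279 among them, while all 8 arrays as deposited gave 38. The beta-actin 3' to 5' ratio was lower on every dexamethasone array than on every control array, but with its log2 as a covariate a median of 0.890 of the log2 fold change remained over the 279 (quartiles 0.745 and 1.00, and a median of 0.965 without control replicate 3), which argues against it as the whole cause, although 65 probe sets then passed limma (26 without control replicate 3), so that its part in single genes stays open, as does any other difference between the 2 groups of cultures.

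On some genes 1 array stood apart from the other 3 of its group. The gap to its nearest neighbour, as a share of the range of the 4 signals, then exceeded a critical value. Chance exceeds that value in about 5% of groups, or 14.7 of the 294 groups of 4 looked at. It was exceeded in 11 groups, with a lowest share of 0.835. Groups with a smaller share were not counted, even where the gap took most of the range. Among the genes of Table S1 and their relatives, P2X5 (the probe set called present) had 1 such signal on control replicate 1 (66.1 against 28.3 to 28.9, 0.984 of the range). P2Y12 had one on control replicate 3 (23.5 against 9.38 to 10.9, 0.893 of the range), P2Y14 on dexamethasone replicate 4 (53.6 against 14.3 to 17.3, 0.924 of the range), and PKC theta (Prkcq) on dexamethasone replicate 1 (158 against 84.1 to 95.6, 0.844 of the range). The glucocorticoid receptor Nr3c1 had one on dexamethasone replicate 2 (749.5 against 645 to 662, 0.840 of the range). Trim63, a ubiquitin ligase of muscle atrophy, was lower on dexamethasone replicate 3 than on the other 3 (207 against 623 to 702, 0.839 of the range), and Gda, guanine deaminase, was lower on control replicate 4 (248 against 379 to 403, 0.845 of the range). Clic1, an intracellular chloride channel protein, was lower on dexamethasone replicate 2 (4629 against 5173 to 5276, 0.842 of the range), and Csf1r, a macrophage receptor, was higher on the same array (195 against 125 to 137, 0.835 of the range). On control replicate 3, Nfil3, a clock-related repressor, was lower (242 against 332 to 345, 0.872 of the range) and the keratin Krt18 was higher (13057 against 9507 to 10032, 0.852 of the range).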

How the results depend on the processing

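The alternatives of normalization, filter, floor, variance model and replicate number, and leaving out each array, were set before the data were examined. They were run on the rescaled signals. The rescaling, the array-set block and the separate array sets were chosen afterwards. The signals as deposited were the input named by the plan and became an alternative only when the rescaling was chosen. All 279 changed probe sets kept their direction under every alternative that tested them. The counts, of which 195 were higher and 84 lower, moved by more than 1.5 times as follows. With no filter, 102 changed (81 higher, 21 lower), with the signals as deposited 38 (34 and 4, the median log2 fold change of all probe sets being 0.14, and 36 of the 38 shared with the 279), and with the array set as a block 578 (344 and 234, all 279 among them). With replicates 1 and 2 alone 440 changed (154 lower) and with replicates 3 and 4 alone 21 (19 and 2), and these use fewer arrays. By the median of 16 ratios at the 1.3-fold limit, with no test, 1494 passed (762 and 732). The paper does not say that replicate numbers pair the arrays, and they were not taken as pairs because the 2 arrays of replicate 3 hardly deviated together (correlation 0.0347, and 0.252 to 0.406 for the others), while with a replicate block 484 changed (308 and 176). Leaving out 1 array gave 180 to 275 changed, with 128 to 192 higher and 49 to 83 lower, and the count was lowest without dexamethasone replicate 2 (128 and 52), dexamethasone replicate 1 (135 and 49), control replicate 2 (142 and 49) and dexamethasone replicate 4 (143 and 50). The other alternatives of normalization, filter, floor and variance model gave 214 to 325. The interaction of the array set with the treatment gave 0 calls and 587 at an unadjusted p under 0.05 (limma). For alpha-ENaC the log2 fold change of 1.30 lost its call with no filter (1.30), with the signals as deposited (1.46) and in replicates 3 and 4 alone (0.92), and leaving out 1 array gave 1.10 to 1.50, the call ending without control replicate 1, 2, 3 or 4 and without dexamethasone replicate 1 or 2. Its adjusted p was 0.00318 to 0.436 over all alternatives with a test (limma). No change of setting gave a call for P2Y2, PKC delta or Pik3c3, apart from the 1.3-fold limit, which P2Y2 passes with all arrays (-0.57) but not without control replicate 2 (-0.35), and which Pik3c3 just passes without control replicate 1 or dexamethasone replicate 3 (0.38). Above the highest silent gene, P2Y2 was found on 2 arrays in place of 6 and P2Y6 on 0 in place of 5. Of the 3 gene lists shifted, 1 held with an estimated correlation. The causes of these moves were not tested, except where fewer probe sets or arrays were used. With a mean signal of at least 250, P2Y2 and alpha-ENaC fall below the filter and give no value. Among named genes past the threshold, 301 comparisons leaving out 1 array kept their call and 43 lost it. The other alternatives set beforehand gave 478 and 31. The signals as deposited, the array-set block and the separate array sets gave 120 and 52. Among named genes not past the threshold, 26 comparisons gained a call. No called gene reversed, and of 1662 comparisons between values past the threshold in neither setting, 100 had another sign. Signals near the level of silent genes limit P2Y2 and P2Y6.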

Differences from the paper's values

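For P2X5 (the probe set called present), the paper's fold change is 1.07 and the value here is -1.06, on signals below the silent genes on every array. Of 18 alternatives set before the data were examined, 3 reach the paper's direction, without control replicate 1, without dexamethasone replicate 3 and the median of 16 ratios, a floor of 100 sets every signal to the floor and gives no direction, and the other 14 do not reach it. For PKC delta, the paper's fold change is 1.07 and the value here is -1.003, with a log2 fold change of -0.0046 (95% confidence interval -0.22 to 0.21), an interval that includes the paper's value. Of 20 such alternatives, 5 have the paper's direction and lie within the replicate SD of it, without control replicate 2 or 3, without dexamethasone replicate 3 or 4, and the median of 4 ratios of the same replicate number, and the other 15 do not. This count leaves out the signals as deposited and the separate array sets. As deposited, PKC delta had 0.159 (SE 0.403), in the paper's direction, so the direction depends on the rescaling. It had 0.039 in replicates 1 and 2 alone and -0.049 in replicates 3 and 4 alone.

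The paper states that P2Y6 was absent, while its signal was above the silent genes on 5 of 8 arrays, though above the highest of them on 0. It states the same of P2Y4, which was above them on 0 of 8 arrays here too. Its Table S1 calls PKC delta present and PKC zeta and iota absent. The signal of PKC delta was above the silent genes on 8 of 8 arrays, and so were those of PKC zeta and, at other probe sets than the one in Table S1, PKC iota. The paper states that P2Y2 was lower with dexamethasone. The direction is the same here, with a fold of -1.52, and the difference did not pass the test (adjusted p = 0.338 from limma), while the median of 16 ratios, at -0.57 on the log2 scale, is past the 1.3-fold limit, though not without control replicate 2 (-0.35). With all arrays that limit also passes P2X4, which Table S1 does not mark. The level of silent genes and the present calls are different measures.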

Other observations

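The explanations in this part, and the tests assigned to them, were chosen after the results had been seen. Of these tests, the set test with an estimated correlation and the fit without control replicate 3 were also among the alternatives set beforehand. The gene lists were fixed beforehand. Of 27 genes known to be induced by glucocorticoids, 14 rose with dexamethasone, 1 fell and 12 did not pass the test (19 and 2 when adjusted over the list alone, 17 and 2 with the array set as a block). As a list they were higher than other genes (camera, adjusted p = 1.86e-20, and adjusted p = 0.00106 with an estimated correlation), and the mean over the list was higher on each dexamethasone array than on every control array (exact permutation p = 0.0286, two-sided). Orm1, an acute-phase glycoprotein, rose by 3.96 on the log2 scale (SE 0.25, 3.78 and 4.15 within the array sets), Klf9, a transcription factor, by 1.39 (SE 0.10, 1.29 and 1.49), and Sult1a1, a sulfotransferase, by 1.77 (SE 0.18, 1.51 and 2.04). Rgs2, which limits signalling by G protein-coupled receptors, fell, with a log2 fold change of -1.67 (SE 0.23, adjusted p = 0.00212 from limma).

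Of 19 genes of sodium absorption and its regulators, 4 rose (Sgk1, Tsc22d3, Scnn1g and Scnn1a), 0 fell and 15 did not pass the test (4 higher and 1 lower with the array set as a block). The tests of this list differ. Camera compares the list with other genes and gave an adjusted p of 0.0606. That p was 0.628 with an estimated correlation and 0.121 with the array set as a block. The list passed camera with the mean of all probe sets of a gene (0.0142) and with the signals as deposited (1.35e-05). The list also passed without control replicate 1 (0.0237), dexamethasone replicate 3 (0.0236) or dexamethasone replicate 4 (0.0433). The pass on the signals as deposited rests on the preset correlation, with arrays whose trimmed means ran from 202 to 500. On those signals camera also gave an adjusted p of 4.91e-53 for the list of induced genes, although only 38 probe sets changed. That pass therefore carries little weight. The rotation test fry, which tests the list against no change and not against other genes, passed too (adjusted p = 0.0399). The mean over the list was higher on each dexamethasone array than on every control array (exact permutation p = 0.0286, two-sided). Sgk1 and Tsc22d3 are also in the list of induced genes. Scnn1a, the alpha subunit of ENaC, had a signal of 87.1 ± 12.1 (SD, n = 4) in control and 228 ± 94.6 (SD, n = 4) with dexamethasone, a log2 fold change of 1.30 (SE 0.29, adjusted p = 0.0338 from limma, 1.68 and 0.92 within the array sets), which loses its call when control replicate 1, 2, 3 or 4 or dexamethasone replicate 1 or 2 is left out (1.10 to 1.36). In control Scnn1a was above the silent genes on no array, so the size of its rise is uncertain, and against their level it is at least 0.65. Scnn1g, the gamma subunit, had 1.65 (SE 0.28, adjusted p = 0.00797 from limma), and Scnn1b, the beta subunit, 0.14 (adjusted p = 0.738). The sodium pump subunit Atp1b1 had 0.25 at its strongest probe set (adjusted p = 0.355 from limma, and 0.205 with the array set as a block) and 0.60 at the other (adjusted p = 0.0705, and 0.0357 with the block), and Nr3c1, the glucocorticoid receptor, -0.20 (adjusted p = 0.533).

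Among the genes with the largest changes, Spp1 (osteopontin) rose by 3.69 on the log2 scale (3.08 and 4.30 within the array sets), Trim63 by 3.51, the vasodilator peptide gene Adm by 2.86 and the glutaredoxin gene Glrx by 2.56. Crispld2, Gda, Slc2a13, Emp2 and Slc39a8 rose by 2.30 to 2.54. Vstm4 fell, at -3.54 (-3.47 and -3.60 within the array sets), as did the cornified-envelope gene Sprr1a, at -2.66, Osgin1, at -2.55, and Tm4sf1, at -1.48. Calcb, Scrg1, Colq, Baiap2 and Il33, an alarmin of epithelia, fell too, at -1.60 to -1.38. Where 1 group was above the silent genes on no array, the size and the rank of a change are uncertain, and against their level the log2 rise is at least 3.39 for Orm1, 1.86 for Trim63, 1.71 for Adm, 1.41 for Sult1a1 and 0.71 for Per1, and the fall at least 0.71 for Vstm4, 0.61 for Osgin1, 1.11 for Colq and 0.48 for Flt1. Of 15 inflammatory genes that glucocorticoids often repress, 1, the chemokine Ccl2 (-1.56), fell, and its call ended without control replicate 1, 2 or 3 and without dexamethasone replicate 1 or 3 (2 lower with the array set as a block). Of 11 circadian clock genes, Per1 (1.62) and Nfil3 (0.95) rose (2 higher and 1 lower with the block). Of 14 epithelial markers, Krt18 fell (-0.47) and 13 did not pass the test, the call ending without any 1 of the 4 dexamethasone arrays (2 lower with the block). Of 5 markers of cartilage and bone, 1, Spp1, rose (camera for the list, adjusted p = 0.0220, and adjusted p = 0.628 with an estimated correlation), the shift of the list ending without control replicate 4 (adjusted p = 0.0909), without dexamethasone replicate 1 (adjusted p = 0.0633) or with no filter (adjusted p = 0.256). Pmp22, 1 of 3 markers of neurons and Schwann cells, rose (1.32). For the P2Y, P2X, PKC, PI3-K, chloride secretion, calcium absorption, tight junction, potassium channel, lipid and sterol synthesis and interferon lists, and for the fibroblast, melanocyte, macrophage, hair cell and silent gene lists, 0 of 107 tested genes passed the test and 13 had an unadjusted p under 0.05 (limma), while with the array set as a block 1 of them was higher (lipid and sterol) and 4 were lower (1 of lipid and sterol, 1 of interferon, 2 of fibroblast). The mean over the list was higher on each dexamethasone array than on every control array for tight junctions (0.19, camera adjusted p = 0.255) and for cartilage and bone, and lower for fibroblasts (-0.14, camera adjusted p = 0.507), with an exact permutation p of 0.0286, two-sided, for each.

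Proliferation genes may be lower with dexamethasone, since 22 of the 23 tested had a negative log2 fold change (median -0.41), 0 rose and 3 fell (8 lower and 1 higher when adjusted over the list alone, 4 lower and 1 higher with the array set as a block), Tk1 (-0.84), Cdc20 (-0.58) and Top2a (-0.53), of which Top2a loses its call without any 1 array (-0.57 to -0.44) and Cdc20 without any 1 but control replicate 4 (-0.60 to -0.52). The tests of the list differ: camera with a preset correlation of 0.01 gave an adjusted p of 4.98e-07, while the rotation test fry gave 0.136 and an exact permutation test of the list's mean per array gave a two-sided p of 0.0571. Control replicate 3, which had the highest actin ratio, is argued against as the whole source, since without it a median of 0.874 of the log2 fold change remained over the list (lower quartile 0.725), in the third test tried for this, after camera without it (adjusted p = 2.15e-05), which rests on the preset correlation, and an exact permutation test of the list means (two-sided p = 0.143), which did not pass with all arrays either. In replicates 1 and 2 the list means (log2) were -0.62 and -0.45 with dexamethasone against -0.21 and 0.14 in control. In replicates 3 and 4 they were -0.24 and -0.19 against 0.21 and -0.14. The tests above did not use the array set. With it as a block, camera at the preset correlation gave an adjusted p of 9.58e-07. Genes that vary together from array to array are a candidate explanation of the small camera p, since with an estimated correlation the adjusted p was 0.628. That correlation was estimated without the block, so whether the list fell stays open.

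Of 3 endothelial markers tested, Kdr (VEGF receptor 2) rose by 2.00 (adjusted p = 2.98e-05 from limma) and Flt1 (VEGF receptor 1) fell by 1.96 on the log2 scale (adjusted p = 0.0200), Flt1 losing its call without control replicate 2 or 3 or dexamethasone replicate 2. The third, Esam, above the silent genes on all 8 arrays, had 0.088 (adjusted p = 0.901 from limma), and 5 others, Pecam1, Vwf, Tie1, Eng and Plvap, were above them on no array.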
